A study of Drosophila melanogaster with 4 samples.

How the data were processed

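RNA from the heads of Drosophila melanogaster aged 10 days was sequenced after purification of tagged nuclei. The purification method (INTACT) pulls down nuclei that carry a membrane-anchored tag, here the nuclear envelope protein UNC84 fused to GFP. The tag was placed under a split-Gal4 driver, in which each of a pair of promoters supplies one part of the Gal4 transcription factor, so that only cells using both promoters are labelled. The series holds 4 libraries in 2 groups, with 2 libraries per group. One genotype combined the drivers of the vesicular acetylcholine transporter VAChT and the vesicular glutamate transporter VGlut. The other combined VAChT with the vesicular GABA transporter VGAT. Per the labels, RNA was selected for poly(A) tails and made into strand-specific libraries. Groups and replicate numbers were taken from the sample titles.

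The authors deposited one table of raw counts, with a column for each library and a row for each of 17137 genes. Per the file headers, the counts were made with featureCounts 1.5.1, as read pairs on the reverse strand over the exons of the dm6 refGene annotation, with all libraries counted in one run. Neither the header nor the labels state the aligner, the read filters or whether molecular indices were used to remove amplification duplicates. The header sets no option for reads that overlap several genes. The deposited values were whole numbers that summed to different totals, and no normalization had been applied. The authors' table also gave the exonic length of each gene in bases, which was used only in the check of length below. No column of per-sample values was left unused, and no input or untagged library was analysed here.

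Coordinates are those of the deposited table (dm6). Of the 17137 symbols, 16294 (95.1%) were matched to a FlyBase identifier. Where a matched gene lay on 1 chromosome and strand, its span was compared with the Ensembl BDGP6 annotation, which uses the same assembly, and 16170 of 16250 spans (99.5%) overlapped on the same strand. The exons of each gene were compared with those of all others, and 1639 genes shared exon bases with another gene on the same strand. Reads in such bases are uncertain.

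The main test was the quasi-likelihood F test of edgeR 4.0.16 (R 4.3.3) on the counts as deposited, fitted to all 4 libraries with genotype as the only term. Genes were kept by filterByExpr (minimum count 10, minimum total 15), which left 8246 genes, and TMM scaling factors ranged from 0.99 to 1.01. Fold changes are VAChT:VGlut over VAChT:VGAT. P-values were adjusted with the Benjamini-Hochberg method and the threshold was 0.05. Standard errors were derived from the fold change and its F statistic. Normalised values (CPM) are counts scaled to a library total of 1000000 over the TMM-scaled library size, computed from the deposited counts. Gene lists were tested with camera (limma 3.58.1; inter-gene correlation 0.01; two-sided), adjusted over 8 lists. Lists of gut and ovary genes were written after the main results were seen and tested in the same way, with and without the filter, with p-values adjusted over these 4 tests. This adjustment was added later and left each test on its side of the threshold. The 8 lists were written from general knowledge of fly genes and fixed before the data were examined, as were the tests and most alternatives.

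The genes named were fixed by rule before the data were examined. They were 6 transmitter marker genes whatever their values. To these were added, in each direction, the 6 genes with the largest fold change among those past the threshold, with a mean of at least 5 CPM and no overlap between the groups' libraries. The 3 members with the smallest p-value of each gene list past the threshold were named too. Genes named outside this rule are identified as such.

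Replicates were compared by a chi-square test of the counts of each pair of libraries over genes with a summed count of at least 20. The replicate numbers in the sample titles are shared between the genotypes, and this is where the pairing comes from. The labels do not say that same-numbered libraries belong together, so the main fit had no block. The libraries held 1490390 to 2556988 counts, and 3 counts corresponded to 1.17 to 2.01 CPM. Such floors cover counting error only, since amplified copies, unless they were removed, are not independent molecules.

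The fits were tested on simulated counts for 8246 genes. Means and library sizes were those of the libraries, and each gene had the trended dispersion of the main fit. The changed genes were drawn from those above 20 CPM. Of 100 genes changed 2-fold, edgeR recovered 97%, limma-voom 95% and DESeq2 76%. Of 100 genes changed by 0.5 on the log2 scale, they recovered 66%, 67% and 36%, so changes of this size were missed more often. Of 8016 unchanged genes, edgeR called 9. Some genes given a smaller shift, for a check of the set tests, are in none of these counts. The simulation had no spread of dispersion between genes of equal abundance and assumed the observed spread between libraries. It therefore cannot show error rates where the spread is larger.

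The alternatives were other scalings (size factors of DESeq2; library size alone), no filter, a filter at a mean of 50 counts, DESeq2 1.42.0, limma-voom, a replicate block, a test against a fold change of 1.5, thinning of all libraries to the smallest total, and leaving out each library. Leaving out a library left 1 in its group, so only fold changes were recomputed there. Alternatives chosen after seeing the data were a fixed biological coefficient of variation of 0.1 or 0.2 with a likelihood ratio test, removal of the 20 most abundant genes, removal of a trend of fold change on exonic length, and DESeq2 without independent filtering. GC content was not tested, since no genome sequence was used here. Checks outside R used Python 3.11.15, scipy 1.17.1 and pandas 2.3.3.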

Results

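Nuclear poly(A) RNA was profiled from fly heads after pull-down of tagged nuclei. The tag was driven by the promoters of both VAChT and VGlut (VAChT:VGlut) or of both VAChT and VGAT (VAChT:VGAT). VAChT loads acetylcholine into synaptic vesicles, VGlut loads glutamate and VGAT loads GABA, so the comparison asks how the RNA of cells with combined cholinergic and glutamatergic drivers differs from that of cells with combined cholinergic and GABAergic drivers. Each genotype had 2 libraries. The VAChT:VGlut libraries held 2023040 and 2556988 counts, and the VAChT:VGAT libraries held 1937871 and 1490390. Between 10432 and 10844 genes had at least 1 read in a library. The 10 most abundant genes took 8.24% to 8.66% of the counts of a library. The groups are named for their drivers, and purity for the labelled neurons was not shown. VGlut was higher in VAChT:VGlut (380 against 256 CPM) and Gad1 in VAChT:VGAT (1245 against 665). VGAT was not higher in VAChT:VGAT (164 against 176). Genes of other cells were abundant in both groups. In VAChT:VGlut and VAChT:VGAT, the fat body gene Yp1 had 11371 and 13605 CPM, and the rhodopsin gene ninaE had 16162 and 12686.

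Libraries of the same genotype were close to each other. Across the 8246 genes tested, the correlation of log2(CPM + 1), where CPM is the count scaled to a library total of 1000000, was 0.988 within VAChT:VGlut and 0.984 within VAChT:VGAT, while the 4 pairs of libraries from different genotypes ranged from 0.977 to 0.979. These correlations are across genes, which are not independent replicates. The chi-square statistic divided by its degrees of freedom, which is 1 when libraries differ by counting noise alone, was 1.22 within VAChT:VGlut (8251 genes, chi-square p = 2.14e-40) and 1.19 within VAChT:VGAT (8023 genes, chi-square p = 5.3e-29). Between genotypes it ranged from 4.302 to 6.003, and from 1.57 to 1.81 in the less abundant genes. Replicates thus differed by more than counting noise and were kept as separate libraries. The excess was small over all genes and larger in the most abundant 1% of genes, where the ratio was 3.19 within VAChT:VGlut and 1.69 within VAChT:VGAT. The common biological coefficient of variation estimated by edgeR was 2.18%. The labels do not say whether the 2 libraries of a genotype came from separate collections of flies, and the tests below measure differences against this spread.

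The genes of the drivers and of transmitter synthesis were examined first. VGlut (FBgn0031424; dm6 chromosome 2L, 2391660 to 2410662, plus strand) had a normalised count of 380 ± 1.42 CPM (SD, n = 2) in VAChT:VGlut and 256 ± 18.3 (SD, n = 2) in VAChT:VGAT. The log2 fold change was 0.58 (SE 0.07, edgeR quasi-likelihood adjusted p = 1.15e-10). VGAT (FBgn0033911; chromosome 2R, 14198478 to 14201249, minus strand) had 176 ± 10.6 CPM (SD, n = 2) in VAChT:VGlut and 164 ± 5.03 (SD, n = 2) in VAChT:VGAT. Its log2 fold change of 0.10 (SE 0.09, 95% interval -0.07 to 0.27, edgeR adjusted p = 0.57) was not distinguishable from 0 at this depth. Transcripts of the VGAT gene therefore did not differ detectably between the genotype driven by VGAT and the other one.

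Gad1 (FBgn0004516; chromosome 3L, 4074077 to 4088744, minus strand), which encodes the enzyme that makes GABA, showed the largest difference among the 6 markers. It had 665 ± 17.1 CPM (SD, n = 2) in VAChT:VGlut and 1245 ± 9.01 (SD, n = 2) in VAChT:VGAT, which is 1.87-fold higher in VAChT:VGAT (log2 fold change -0.90, SE 0.04, edgeR adjusted p = 2.33e-28). VGlut and Gad1 were past the threshold and the other 4 markers were not, whether p-values were adjusted over all tested genes or over the 6 markers alone. With a test against a 1.5-fold change, 1 of the 6 markers was past the threshold, and in a likelihood ratio test with a biological coefficient of variation fixed at 0.2, a setting chosen after the data were seen, 0 were.

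The cholinergic markers did not differ detectably. VAChT (FBgn0270928; chromosome 3R, 18705501 to 18718916, plus strand) had 468 ± 22.9 CPM (SD, n = 2) in VAChT:VGlut and 456 ± 25.5 (SD, n = 2) in VAChT:VGAT (log2 fold change 0.05, SE 0.06, edgeR adjusted p = 0.684). ChAT (FBgn0000303; chromosome 3R, 18705501 to 18732344, plus strand), which encodes the enzyme that makes acetylcholine, had 80.5 ± 2.01 and 80.8 ± 3.49 CPM (SD, n = 2 each; edgeR adjusted p = 0.995). VAChT and ChAT begin at the same position, and 91.5% and 84.9% of their exon bases belonged to no other gene on the strand, so part of their reads could not be assigned to one gene. The choline transporter ChT is listed as CG7708 (FBgn0038641; chromosome 3R, 18680604 to 18686739, plus strand). It had 97.9 ± 0.18 and 82.9 ± 1.43 CPM (SD, n = 2 each; log2 fold change 0.24, SE 0.12, edgeR adjusted p = 0.209), and 30.5% of its exon bases were its own.

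**Figure D1:**
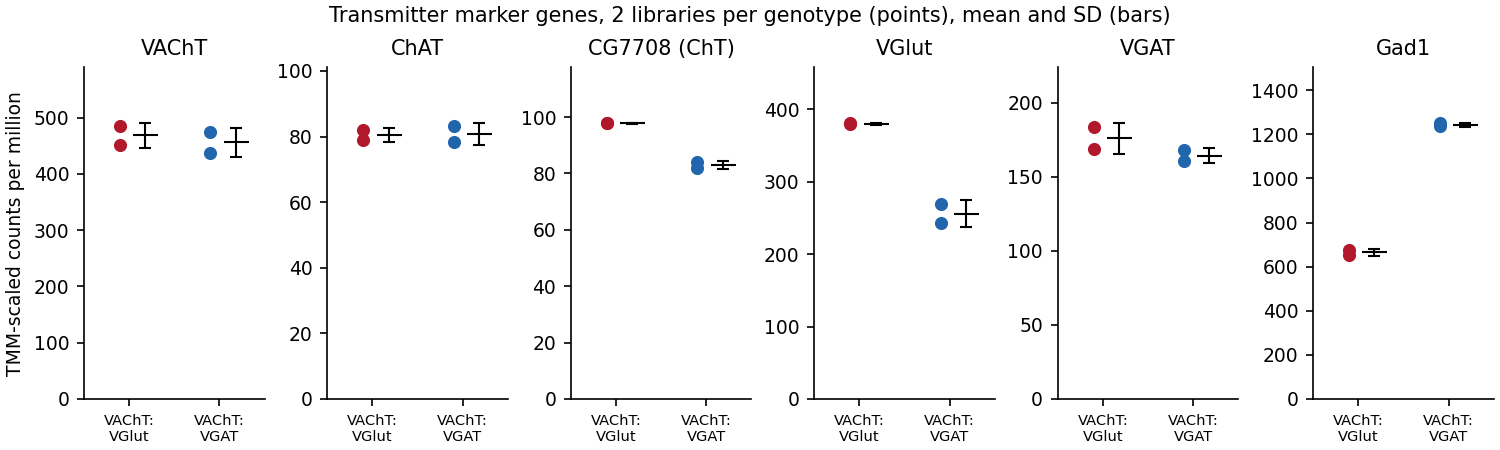
Normalised CPM (linear axes from 0, scaled per gene) of the 6 transmitter marker genes, with a point for each of the 2 libraries per genotype and a bar for the mean and SD. VGlut is higher in VAChT:VGlut (380 against 256) and Gad1 in VAChT:VGAT (1245 against 665), while VAChT, ChAT and VGAT are at similar levels in both.

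The genotypes were then compared over all genes. Of 8246 genes tested, 970 (11.8%) had an edgeR adjusted p-value under 0.05, of which 513 were higher in VAChT:VGlut and 457 in VAChT:VGAT. With library size alone as the scaling, 398 were higher in VAChT:VGlut and 575 in VAChT:VGAT, so the split between directions depended on the scaling factor. Most differences were small. The median absolute log2 fold change of the 970 genes was 0.37, and 98 of them differed at least 2-fold, 30 higher in VAChT:VGlut and 68 in VAChT:VGAT. In 968 of the 970 genes both libraries of one genotype lay above both libraries of the other. The genes were selected on these same libraries, so this separation is not independent support. The number of genes depended most on the variation assumed and on the test: 24 genes were past the threshold in a likelihood ratio test with a biological coefficient of variation fixed at 0.2, a setting chosen after the data were seen, and 46 in a test against a 1.5-fold change. Fold changes were related to exonic length across genes (Spearman rho 0.33), with a median log2 fold change of -0.14 in the group of shortest genes and 0.10 in the group of longest genes, of 4 groups by length. After this trend was removed, which was also chosen after the data were seen, 622 genes were past the threshold, 532 of them among the 970.

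Among genes higher in VAChT:VGlut, CG30156 (FBgn0050156; chromosome 2R, 6981446 to 6985712, minus strand) had the largest fold change of the genes eligible for naming. It had 78.0 ± 1.92 CPM (SD, n = 2) in VAChT:VGlut and 10.2 ± 0.66 (SD, n = 2) in VAChT:VGAT (log2 fold change 2.94, SE 0.21, edgeR adjusted p = 6.83e-19), and 82.6% of its exon bases were its own. CG42260 (FBgn0259145; chromosome 2R, 22740999 to 22798289, minus strand) had 269 ± 3.27 and 79.8 ± 8.63 CPM (SD, n = 2 each; log2 fold change 1.77, SE 0.09, edgeR adjusted p = 5.17e-25). For dmpd (FBgn0033486; chromosome 2R, 10117694 to 10121451, plus strand) the values were 187 ± 11.1 and 61.1 ± 6.81 (SD, n = 2 each; log2 fold change 1.62, SE 0.11, edgeR adjusted p = 9.21e-20). The other 3 genes of this rank, CG14329, lncRNA:CR45054 and lncRNA:CR44851, had means of 8.79, 12.4 and 8.44 CPM in VAChT:VGlut, and their calls were lost when all libraries were thinned to the smallest total.

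Among genes higher in VAChT:VGAT, dhd (FBgn0011761; chromosome X, 5312171 to 5313125, plus strand) had 0 and 1 counts in the VAChT:VGlut libraries and 30 and 20 in the VAChT:VGAT libraries. Set against a floor of 3 counts, it was at least 9.67-fold higher in VAChT:VGAT (edgeR adjusted p = 7.56e-10). CycB (FBgn0000405; chromosome 2R, 22803521 to 22806948, minus strand) had 2 and 1 counts against 53 and 32, at least 16.3-fold higher (edgeR adjusted p = 4.06e-13). CycA (FBgn0000404; chromosome 3L, 11826719 to 11833578, minus strand) had 4 and 3 counts against 20 and 10 (log2 fold change -2.43, SE 0.54, edgeR adjusted p = 0.000596), and it no longer passed the filter when the libraries were thinned to the smallest total. Arc1 (FBgn0033926; chromosome 2R, 14357927 to 14360297, minus strand) had 14.4 ± 0.19 CPM (SD, n = 2) in VAChT:VGlut and 58.9 ± 10.8 (SD, n = 2) in VAChT:VGAT (log2 fold change -2.05, SE 0.20, edgeR adjusted p = 6.74e-13). CG4839 and Lcp65Ac completed the 6, with log2 fold changes of -2.69 and -2.04 and with 10.2 and 8.42 CPM in VAChT:VGAT.

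**Figure D2:**
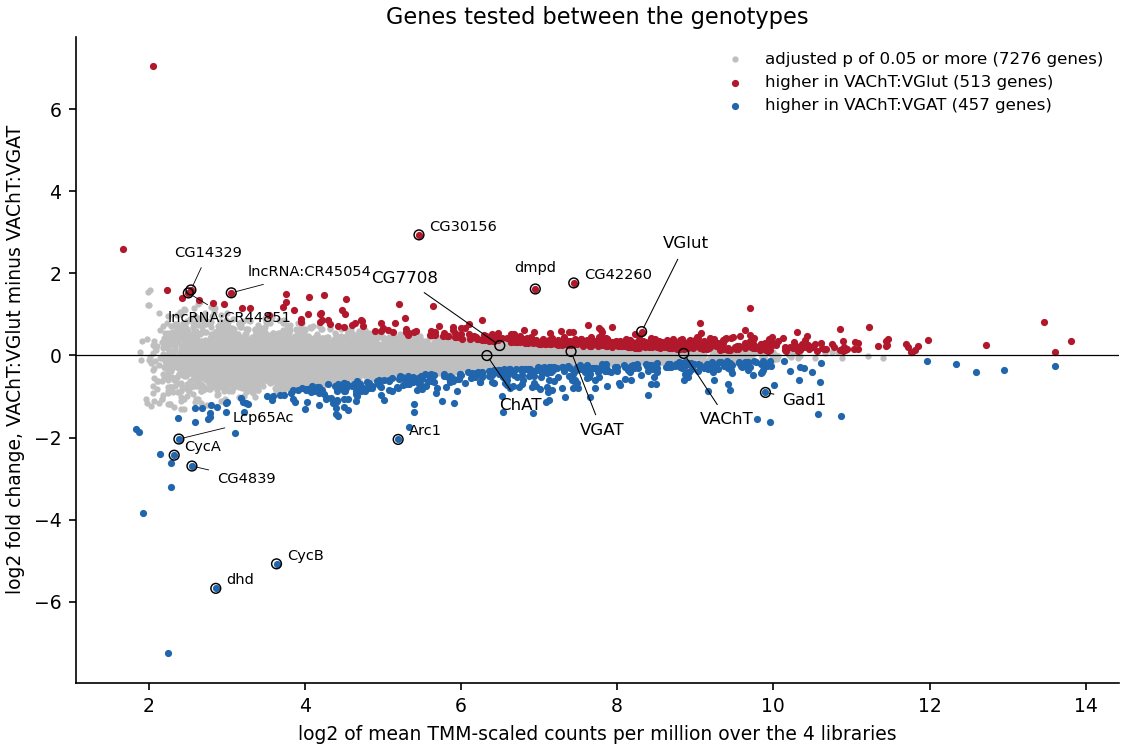
Log2 fold change (VAChT:VGlut minus VAChT:VGAT) against the log2 of the mean normalised CPM for the 8246 genes tested, each point a gene. The 513 genes higher in VAChT:VGlut are red, the 457 higher in VAChT:VGAT are blue and the others grey; circles mark the 6 transmitter markers and the 12 genes with the largest fold changes of those eligible, and most coloured points lie within 1 unit of the zero line.

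Gene lists fixed in advance were tested to ask which classes of genes differed. Of 8 lists, 6 had a camera adjusted p-value under 0.05. The muscle list was higher in VAChT:VGlut (10 genes, median log2 fold change 0.45, camera adjusted p = 3.28e-09), with all 10 genes higher. The photoreceptor list was higher in VAChT:VGlut (22 genes, median 0.17, camera adjusted p = 4.83e-13). On this list 19 genes were higher, 11 of them past the threshold, and 3 were lower, all past it (lowest log2 fold change -0.39). Its rhodopsin gene ninaE (FBgn0002940) had 16162 ± 152 CPM in VAChT:VGlut and 12686 ± 191 in VAChT:VGAT (SD, n = 2 each; log2 fold change 0.35). The genes with the next smallest p-values on this list were rdgA (log2 fold change 0.47) and ninaC (0.43). Act57B, Mhc and bt led the muscle list, with log2 fold changes of 0.61, 0.53 and 0.53.

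The fat body list was lower in VAChT:VGlut (8 genes, median log2 fold change -0.30, camera adjusted p = 9.86e-13), with all 8 genes lower. It was led by the yolk protein genes Yp3, Yp2 and Yp1, with log2 fold changes of -0.39, -0.35 and -0.26. Yp1 had 11371 ± 277 CPM in VAChT:VGlut and 13605 ± 14.9 in VAChT:VGAT (SD, n = 2 each). The glia list was lower too (13 genes, median -0.17, camera adjusted p = 4.11e-06), with 12 of 13 genes lower, led by Gs2 (log2 fold change -0.47), alrm (-0.79) and Gat (-0.53). These 4 lists were past the threshold under each alternative tried for the set tests. Their p-values were larger in a rotation test of each list by itself (fry in limma). There the adjusted p-values from fry were 0.00833 for photoreceptor, 0.00896 for glia, 0.0127 for muscle and 0.0152 for fat body. The set tests were not run with the biological coefficient of variation fixed at 0.1 or 0.2.

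The transmitter receptor list (47 genes, median 0.12, camera adjusted p = 0.00471) and the homeodomain list (45 genes, median 0.27, camera adjusted p = 0.0201) were higher in VAChT:VGlut. After the length trend was removed, neither was past the threshold, with adjusted p-values from camera of 0.349 and 0.0835. The receptor genes with the smallest p-values were Rdl, DopEcR and nAChRalpha5, with log2 fold changes of 0.27, 0.30 and 0.34. Among homeodomain genes they were Dfd, which was lower in VAChT:VGlut (log2 fold change -0.67, edgeR adjusted p = 0.000217), and pdm3 and Optix, which were higher (0.32 and 0.52). The 6 pan-neuronal genes, which were not part of the set tests, all were higher in VAChT:VGlut and past the threshold, with a median log2 fold change of 0.25.

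The neuropeptide and monoamine lists were not past the threshold as sets (camera adjusted p = 0.914 and 0.337). Single neuropeptide genes differed in both directions. Of 34 tested, 11 were past the threshold over all genes, 5 higher and 6 lower in VAChT:VGlut, and 13 were when adjusted over the list alone.

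**Figure D3:**
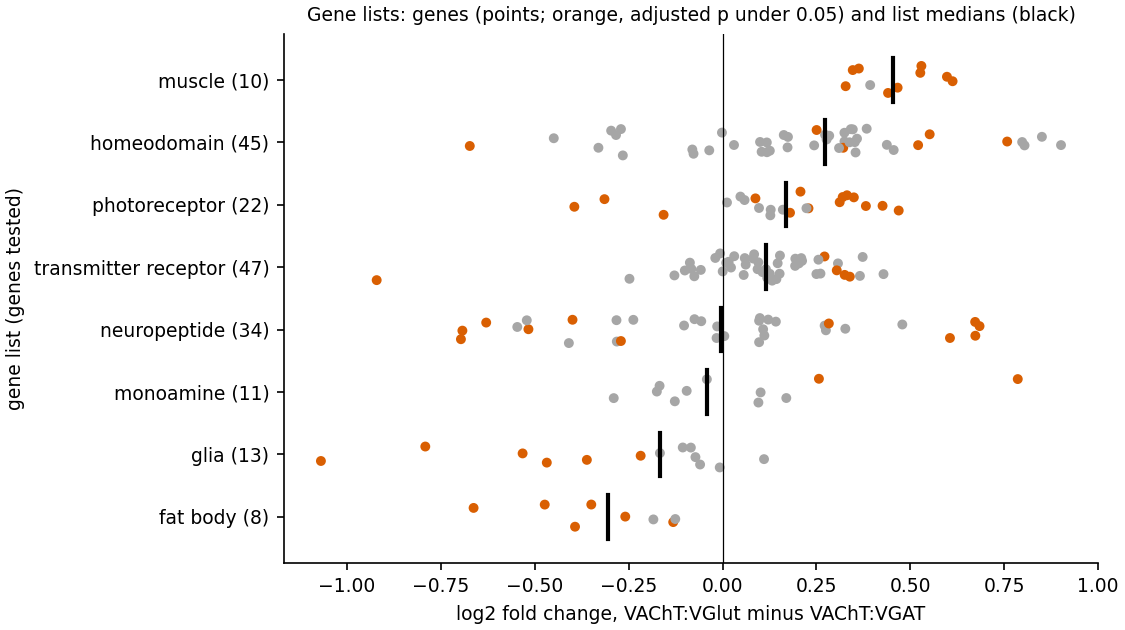
Log2 fold changes (VAChT:VGlut minus VAChT:VGAT) of the genes on the 8 lists tested, each point a gene (orange where the adjusted p-value is under 0.05) and each black bar a list median, with the number of genes tested in brackets. All muscle genes lie to the right of 0 and all fat body genes to the left, while neuropeptide genes past the threshold lie on both sides.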

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

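The count of 970 genes stayed within 1.5 times of its value under the other scalings, both filters, limma-voom, thinning and the replicate block (777 to 1049 genes), and without the 20 most abundant genes (937). It fell under the following settings. DESeq2 gave 370 genes (226 higher in VAChT:VGlut and 144 in VAChT:VGAT), all among the 970. Its independent filtering had set aside 5116 of 8246 genes. Without that filtering it gave 318 (175 and 143), so the filtering did not cause the lower count. On the simulated counts DESeq2 recovered 76% of 2-fold changes and 36% of those of 0.5 on the log2 scale, and edgeR 97% and 66%. Those counts had no spread of dispersion between genes of equal abundance, so they cannot decide why the tools differ on the real counts. A test against a 1.5-fold change gave 46 (12 and 34), and left 1 of the 2 transmitter markers, Gad1. A biological coefficient of variation fixed at 0.1 gave 186 genes (53 and 133), and one of 0.2 gave 24 (5 and 19) and left 0 of the markers. These settings changed both the variation assumed and the test, from quasi-likelihood F to likelihood ratio, and the parts of each were not separated. Removing the length trend gave 622, with 279 higher in VAChT:VGlut, and the cause of the trend was not tested. The share of calls higher in VAChT:VGlut was 52.9%, and 40.9% with library size alone, which moved the median fold change of all genes by -0.04 on the log2 scale.

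The replicate number as a block gave 1049 genes (567 and 482), 960 of them among the 970, and left the 2 markers and the 6 gene lists past the threshold. The pairing had no measurable effect: deviations of same-numbered libraries from their group means had a correlation of -0.03 across genes. No gene differed between replicate numbers (0 of 8246 past the threshold, 438 at an unadjusted p under 0.05).

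The number of tested genes that differed at least 2-fold, counted without a test, was 143. It was 2268 without a filter and 24 at a mean of at least 50 counts, and ranged from 203 to 242 across the 4 fits that left out one library. The cause was not tested.

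Of the named genes, directions reversed only for markers that did not differ: ChAT (0.0044 with size factors of DESeq2 in edgeR, 0.0028 with DESeq2 with or without independent filtering, 0.0353 after thinning) and VAChT (-0.0693 after removing the length trend). Of 144 values from fits that left out one library, 140 kept their direction, the others being those of VAChT and ChAT, and 30 moved by more than the replicate SD. Of the 36 named genes, VAChT, ChAT, CG7708 and VGAT had no call in the main fit to lose. Among the others, calls were lost for 14 at a fixed variation of 0.1 and for 24 at 0.2. They were lost for 9 with unfiltered DESeq2 and for 2 (pdm3 and bt) after removing the length trend. DESeq2 with independent filtering gave an adjusted p-value for 26 of the 36 and lost the calls of 2 of these, pdm3 and Optix. The 10 others, which include CG30156, Arc1, dhd and CycB, were set aside by the filtering. Thinning lost the calls of 3, and CycA was not tested there because it no longer passed the filter.

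The median of the neuropeptide list, which did not differ, took the other sign with size factors of DESeq2 (0.0022), without a filter (0.063), at a mean of 50 counts (0.0229) and after removing the length trend (0.1165). That of the monoamine list did so at a mean of 50 counts (0.0824), and the cause was not tested. The set tests gave 5 lists past the threshold at a mean of 50 counts, where the homeodomain list was lost (camera adjusted p = 0.143), and 4 after removing the length trend. Replicate correlations were 0.985 and 0.982 with a pseudocount of 0.1 CPM, and 0.988 and 0.985 without a filter.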

Other observations

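The tests on replicate spread, other splits, cell types, sex, gut, ovary and few reads were chosen only after the result was seen. Those on depth, abundant genes, length, shared exons and driver loci were written down before their own results were seen, but, except for depth, after a first fit had given the count of genes and the marker values.

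Several technical explanations were tested for the 970 genes that differ between the genotypes. Thinning to equal depth gave 777 genes, of which 729 were among the 970, and removing the 20 most abundant genes gave 937, so neither accounts for most of the count. Genes sharing exon bases with a neighbour were past the threshold about as often (12.3% of 472) as others (11.7% of 7774). Genes within 1 Mb of VGlut or VGAT, where the flanking haplotype of a driver line might differ, were called in 11.3% of 293 cases against 11.8% elsewhere (one-sided Fisher's exact p = 0.634). By locus the shares were 9.70% for VGlut and 12.6% for VGAT, which were not tested apart, and Arc1 lies within the window of VGAT, so a haplotype effect on single genes there is not excluded. The windows do not reach beyond 1 Mb. By chromosome the shares were 12.7% on 2L and 13.8% on 2R, which carry these loci, and 9.47% on 3L and 10.1% on 3R. They were 13.3% on both X and 4. These shares were not tested, so a wider difference in background is not excluded. The count depended on the length trend: it fell to 622, of which 532 were among the 970, once the trend was removed. This removal also takes out any difference between the cells that goes with length. It therefore cannot decide whether length is a technical source of part of the count. Whether RNA integrity differed between preparations was not tested. Of 4 lists for non-neuronal cells, 3 (fat body, glia and gut) had medians below that of the pan-neuronal genes and muscle was above it, so a single change in the share of non-neuronal RNA does not explain the pattern. Only 2 gut genes entered this comparison. Separate changes in the RNA of several cell types are not excluded. The muscle and photoreceptor lists were higher in VAChT:VGlut (medians 0.45 and 0.17), and the fat body and glia lists were lower (-0.30 and -0.17). As sources of part of this count, a difference between the neuron classes cannot be told apart from gene length, RNA of other cells or the small spread between libraries.

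The common coefficient of variation was 2.18%, and with 0.1 assumed in its place and a likelihood ratio test 186 genes remained past the threshold. A candidate explanation for the small spread is that the 2 libraries of a genotype came from a single pool of nuclei, which the labels neither state nor exclude and this value cannot decide. In that case each genotype would have a single independent preparation. The SDs and adjusted p-values given here would then measure differences against spread between libraries only, not between collections of flies. In the less abundant genes the ratio of chi-square to its degrees of freedom was still 1.15 or more. Amplification duplicates counted as separate fragments could give this, and so could higher variability of rare genes. Of the 3 splits of the 4 libraries into pairs, 1, the real one, gave as many genes. The others gave 0 (96 and 115 at an unadjusted p under 0.05), but they place the genotype difference within each pair, and 3 splits cannot give a share under 0.05, so this test could not decide. The ratio of chi-square to its degrees of freedom was 4.302 to 6.003 for the 4 pairs of libraries between genotypes, against 1.22 and 1.19 within them. The ratio was largest in the most abundant 1% of genes, with 129 to 185 between genotypes against 3.19 and 1.69 within them. In the less abundant genes it was 1.57 to 1.81 against 1.17 and 1.15.

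The gene of the VGAT driver did not differ detectably between the genotypes while Gad1 did. Shared reads do not account for this, since 100% of the exonic bases of VGAT were its own. Depth limits the comparison to differences beyond the interval of -0.07 to 0.27 on the log2 scale.

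The largest relative differences in favour of VAChT:VGAT included dhd, CycB and CycA, which in adult flies are known for use in the female germline. The larger VAChT:VGAT count was at least 20 for each, but the genes had been selected for high values there. For CycA, with 4 and 3 counts against 20 and 10, few reads are not excluded, since it failed the filter after thinning and had an adjusted p-value of 0.121 with DESeq2 without independent filtering. RNA from ovary is a candidate source. A list of 37 other ovary genes was lower in VAChT:VGlut over the 30 genes with at least 1 read (median log2 fold change -1.1482, limma camera adjusted p = 0.00928, 21 of 30 lower). The 5 of them with enough reads for the main filter showed no shift as a list (median 0.02, limma camera adjusted p = 0.665), though 1 of them was past the threshold and lower in VAChT:VGlut (log2 fold change -2.39). The other 32 summed to 21.3 and 17.2 CPM, without scaling factors, in the VAChT:VGlut libraries and to 51.1 and 51.7 in the VAChT:VGAT libraries. The direction is consistent with a small amount of ovary RNA in the latter, as a hypothesis.

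The yolk protein genes were lower in VAChT:VGlut, which might come from fewer female heads. The male-specific RNAs roX1 and roX2, in the list of sex markers, had log2 fold changes of 0.15 and 0.13, against -0.26 for Yp1. Only roX1 was past the threshold (edgeR adjusted p = 0.000494), and roX2 was not distinguishable from 0 (SE 0.15, edgeR adjusted p = 0.703). The test leaves the share of females open. The 4 genes with low edgeR p-values CG8343, CG9676, CG3088 and CG8329, chosen after their values were seen, were 2.68-fold to 3.1-fold higher in VAChT:VGAT. At least CG9676, CG3088 and CG8329 are protease-like genes, and RNA from gut was weighed as their source. Of 42 digestive genes in the table only 2 had enough reads, so the set test (limma camera adjusted p = 0.665) cannot decide. Over the 17 with at least 1 read, 12 were lower in VAChT:VGlut (median log2 fold change -0.77, limma camera adjusted p = 0.602). The 42 genes summed to 29 and 44 counts in the VAChT:VGlut libraries and to 44 and 43 in the VAChT:VGAT libraries. These counts are unscaled, and the VAChT:VGAT libraries were smaller (1937871 and 1490390 counts against 2023040 and 2556988), so equal levels are not shown. CG8343 alone had 2012 to 5409 counts, so gut is an unlikely source of the transcripts of CG8343, CG9676, CG3088 and CG8329.

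Some further values were chosen after they were seen and are given without explanation. IA-2 was among the most abundant genes past the threshold, with 14500 ± 295 CPM in VAChT:VGlut and 8220 ± 29.9 in VAChT:VGAT (SD, n = 2 each), and pros was 1.61-fold higher in VAChT:VGlut. Oatp33Eb had 19 and 18 counts in the VAChT:VGlut libraries and 0 and 0 in the others, and CG42753 had 0 and 0 against 19 and 14. The gene vimar, which begins with CG30156 at position 6985712 of chromosome 2R and shares exon bases there, had a log2 fold change of 1.21. AstA, AstC, Ms and Proc were higher in VAChT:VGlut (log2 fold changes 0.68, 0.67, 0.61 and 0.67), and Ilp2, Ilp3, Ilp5 and Crz were lower (-0.52, -0.63, -0.70 and -0.69).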
